A study of Mus musculus with 26 samples.

How the data were processed

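Bulk RNA sequencing measured gene expression in mesenteric arteries of male mice aged 8 weeks, in 26 libraries. Per the labels' protocols, RNA was isolated with a column cleanup kit and poly(A) RNA was read in pairs of 150 bases. The authors mapped the pairs to the mouse genome build GRCm39 with STAR 2.7.9a and obtained counts per gene with featureCounts of Rsubread 2.20.0, per the labels' protocols. The labels state neither the annotation release nor whether counting used the strand, so values of genes that overlap another gene, or that have near-identical copies, are uncertain.

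The deposited counts table holds whole-number counts, not normalized, for 57010 Ensembl gene identifiers. No gene identifier was blank. The second deposited table holds a normalized signal, the counts divided by one factor per library. Tested on its values, that factor equalled the DESeq2 size factor computed from the same genes, and the table kept the 21031 genes whose counts over all libraries exceeded 50. The authors also deposited 4 comparison tables made with DESeq2 1.46.0, per the labels' protocols, each with a base mean in normalized signal, a log2 fold change with its standard error, a test score and p-values. The base mean of every shared gene was the same in all 4 deposited tables, so they come from one fit of all libraries. Genes without an adjusted p-value are absent from them.

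Groups were taken from the titles and genotypes in the labels. The labels give each mutant its own control group: 3 wild-type and 3 Panx1 knockout libraries, 3 Y198F controls and 3 Y198F mutants, 4 S205A controls and 4 S205A mutants, and 3 Y308F controls and 3 Y308F mutants. The design text of the labels gives 3 vascular trees per genotype, which differs from the 4 libraries of each S205A group. Each of these libraries was counted as labelled. Animals were described as littermate or wild-type controls. The labels also give library names. In names of the Y198F and Y308F lines the first digit after the letter Y was read as part of a line prefix. The labels do not state this reading. In 9 libraries the name carries a number that begins with 22 (called the 22 series here): the 3 Y198F mutants, S205A controls 1 to 3 and S205A mutants 2 to 4. This series was used as a technical batch, because the first principal component separated it from the other 17 libraries across groups. What the number stands for is not stated.

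Gene identifiers were matched to GENCODE vM39 on GRCm39. Of the 57010 identifiers, 56310 matched, and the rest held 0.0433% of the counts. Coordinates, gene types and coding sequence come from that annotation and genome.

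The test of each comparison was edgeR's quasi-likelihood test (edgeR 4.0.16 in R 4.3.3) on the deposited counts, with TMM normalization, the filterByExpr filter, robust dispersion and only the groups of that comparison. P-values were adjusted by the Benjamini-Hochberg method, and an adjusted p-value under 0.05 counted as past the threshold. Differences between the effects of 2 mutations were tested as an interaction in one model of their 4 groups. Standard errors were taken from the fold change and its test statistic. Single values were compared with exact two-sided permutation tests, which cannot go below 0.1 for 3 against 3 or 0.0286 for 4 against 4. CPM values are counts scaled to the normalized library sizes of the comparison, in the usual CPM unit. The floor of detection was set at 3 counts, and log2 CPM used a prior count of 2. Intervals and floors cover counting error only, since the reads carry no molecular identifiers.

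Genes named in the text follow a rule set before the data were examined: Panx1 and its paralogs, then up to 4 genes per direction with the largest fold change. Those had to have a symbol, an adjusted p-value under 0.05, a mean log2 CPM of at least 1 and groups that did not overlap. Up to 5 members of preset lists past the threshold, genes past it in the same direction in at least 3 comparisons, and the 2 leading genes of each interaction were named too. Where another gene is named, the text says so.

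The 4 preset lists of interest covered the channel family, adrenergic and purinergic signalling, smooth muscle contractile genes and endothelial genes. The 12 preset technical lists of tested genes covered adipocyte, lymphoid, pancreatic acinar, intestinal epithelium, mesothelium, neuronal, erythroid, immediate early, interferon, circadian evening, circadian morning, and fibroblast and matrix genes. A Schwann cell and myelin list was added after the data were seen. Lists were tested with camera of limma 3.58.1 at a preset inter-gene correlation of 0.01, and again with fry and with the correlation estimated. Lists of sex-linked genes and of the substrain marker Nnt were read per library.

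Alternatives set before the data were examined were DESeq2 1.42.0, limma voom with sample quality weights, DESeq2 size factors inside edgeR, no filter, all 8 groups in one fit, the replicate number as a block, and each library left out in turn. Alternatives added after seeing the data were the library series as a term, the series with a clock-gene score as terms, the deposited design, 22-series libraries alone, and Y198F against the S205A controls.

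Each test was tested on simulated data, with 200 changed genes of known fold change drawn from the real means, library sizes and dispersions. The set log2 fold change was 1.5 up or down, so recovery of smaller changes was not tested. In 8 draws of 3 against 3 libraries, each testing between 16127 and 16235 genes, edgeR recovered 82.5% to 90.0% of the 200 changed genes, and 6.11% to 12.2% of its calls were false. In a separate simulation over 16200 genes, used to compare the tests, edgeR recovered 87% of the 200 genes with 13% of calls false, and DESeq2 89% with 18.7% false. With 4 against 4 libraries it recovered 84.5% of 200 genes among 15549 tested, with 7.65% of calls false. DESeq2 recovered 88.0% there, with 23.8% of calls false. With no filter, 25.1% of edgeR's calls among 28268 genes were false for 3 against 3 libraries. For 4 against 4 libraries 31.4% among 27531 genes were. The edgeR interaction test with 4 groups of 3 libraries recovered 72.5% of 200 genes, with 8.81% of calls false. With a simulated series effect, the edgeR fit of all 8 groups with the series term recovered 61%, with 2.4% of calls false. Figures were drawn with matplotlib 3.10.9. Total counts ran from 14.9 to 23.6 mega-counts (M) per library, so 3 counts correspond to between 0.127 and 0.201 CPM of the total counts. No library was left out.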

Results

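Gene expression was measured by RNA sequencing in the mesenteric arteries, the resistance vessels that feed the gut, of mice that lacked pannexin 1 or carried one changed residue in it. Pannexin 1, encoded by Panx1, forms channels in the plasma membrane that release ATP and other small molecules. The series asks whether phosphorylation sites of the channel differ in what they do. Tyrosine to phenylalanine (Y198F, Y308F) and serine to alanine (S205A) changes remove a residue that can be phosphorylated. The 26 libraries formed 4 comparisons, each of a mutant group with its own controls. Total counts, in mega-counts (M), ran from 19.8 to 20.1 M in the 3 wild-type libraries and from 18.4 to 20.5 M in the 3 Panx1 knockout libraries. They ran from 17.3 to 18.9 M in the 3 Y198F controls and from 17.7 to 18.7 M in the 3 Y198F libraries. The range was 16.9 to 20.2 M in the 4 S205A controls and 14.9 to 20.3 M in the 4 S205A libraries. In the Y308F line it was 18.7 to 23.1 M in the 3 controls and 19.3 to 23.6 M in the 3 mutant libraries. Counts of every pair of replicates differed by more than sampling noise, with chi-square per degree of freedom from 14.98 to 159 over 30 pairs, so each library was counted as 1 sample.

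Panx1 (ENSMUSG00000031934) lies on chromosome 9 from 14913424 to 14956813 on the minus strand of GRCm39, and its canonical transcript has 5 exons and encodes 426 residues. All 3 mutated residues are encoded in exon 4. The reference codon of Y198, a tyrosine, is TAC at 14919264 to 14919266, within ATCGTGGAGCAGTACTTGAAGACAAAA, which encodes IVEQYLKTK. The reference codon of S205, a serine, is TCT at 14919243 to 14919245, within ACAAAAAAGAACTCTAGTCATTTAATC, which encodes TKKNSSHLI. The reference codon of Y308, a tyrosine, is TAT at 14918934 to 14918936, within ATTCTCAAAGTGTATGAAATCCTGCCC, which encodes ILKVYEILP. Each sequence is given in the direction of transcription with 4 codons on each side. The mutated bases themselves cannot be read from counts per gene.

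The first principal component of log2 CPM over 18715 genes held 28.2% of the variance, and the second held 8.64%. The 9 libraries of the 22 series had first-component scores from 40.4 to 86.3, and the other 17 had scores from -49.7 to -14.6. Annotated ribosomal RNA took 0.106% ± 0.0178 (SD, n = 9) of the counts in the 22 series and 3.73% ± 1.30 (SD, n = 17) in the others, and the ranges did not overlap. Processed pseudogenes took 0.513% ± 0.0267 (SD, n = 9) against 0.280% ± 0.0170 (SD, n = 17), again without overlap. Mitochondrial genes took a similar share, 5.58% ± 0.981 (SD, n = 9) and 5.64% ± 0.974 (SD, n = 17). All 3 Y198F libraries and none of their labelled controls belong to the 22 series. The Y198F comparison therefore holds no library pair within one series, and the series and the mutation cannot be told apart inside it. In the S205A line 3 libraries of each group belong to the 22 series. The wild-type, knockout and Y308F-line libraries all lie outside it.

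**Figure D1:**
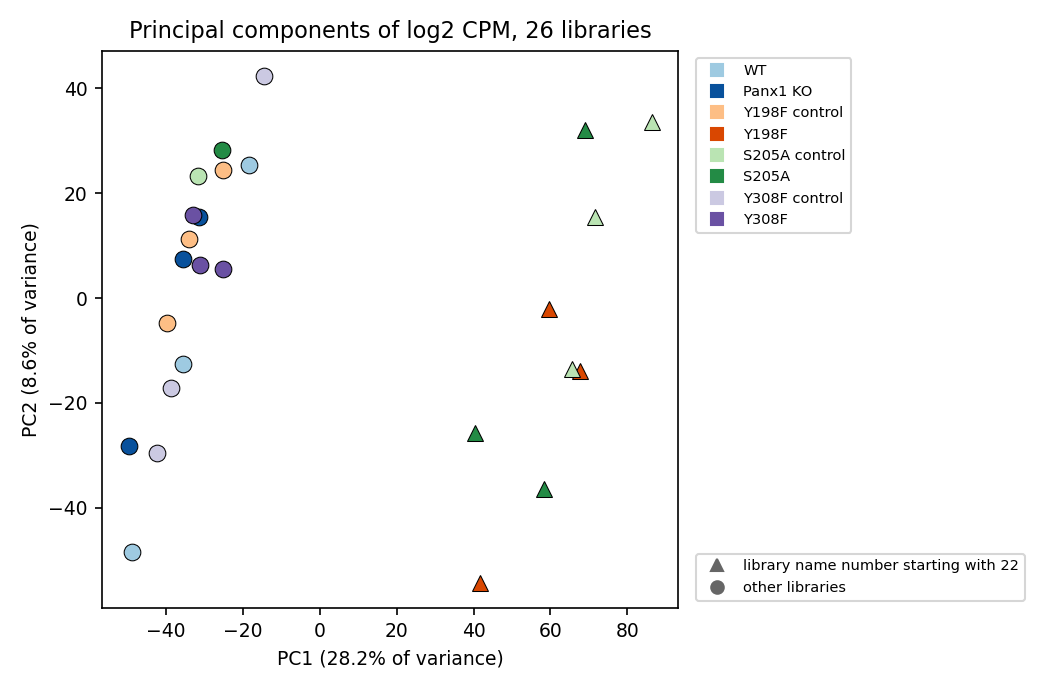
Scores of the 26 libraries on the first principal component (28.2% of the variance) and the second (8.64%) of log2 CPM over 18715 genes, with the group and the library series marked for each library. The 22-series libraries lie between 40.4 and 86.3 on the first component and the other libraries between -49.7 and -14.6.

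Panx1 was examined first in every group, since it checks the knockout label. It had 61 to 96 counts per wild-type library, a mean of 4.37 CPM ± 0.869 (SD, n = 3). The knockout libraries had 11 to 27 counts, 0.967 CPM ± 0.393 (SD, n = 3), which is 22.1% of the wild-type mean. The groups did not overlap, and the exact two-sided permutation p was 0.1, the smallest that 3 against 3 libraries allow. The log2 fold change was -2.17 (SE 0.388). Its edgeR adjusted p-value was 0.250 over all genes and 0.00154 adjusted over the list alone, the channel family. The call depended on the test: the DESeq2 adjusted p-value was 0.000398, and over the preset alternatives it ran from 0.000145 to 0.257. In the authors' deposited table Panx1 had a log2 fold change of -2.19 with an adjusted p-value of 0.0133.

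Panx1 was not detectably changed in the 3 point mutants. Its means were 3.39 CPM ± 1.43 (SD, n = 3) in Y198F and 3.05 ± 0.689 (SD, n = 3) in its controls, a log2 fold change of 0.15 (SE 0.386) with an edgeR adjusted p-value of 0.835 and an exact p of 0.9. With the library series as a term the log2 fold change was 0.53 (SE 0.670). Means were 3.88 CPM ± 1.53 (SD, n = 4) in S205A and 2.39 ± 1.55 (SD, n = 4) in its controls, a log2 fold change of 0.70 (SE 0.521) with an exact p of 0.2, and 0.68 (SE 0.665) within the 22 series. The library labelled S205A control 1 had 16 Panx1 counts, 0.830 CPM, which lies inside the knockout range of 0.586 to 1.37 CPM. The S205A log2 fold change was 0.41 without that library and 1.15 without S205A control 2. In the Y308F line they were 3.23 CPM ± 0.440 (SD, n = 3) and 3.12 ± 1.31 (SD, n = 3), a log2 fold change of 0.05 (SE 0.368) with an edgeR adjusted p-value of 0.991 and an exact p of 0.9. Single libraries set the sign in both tyrosine lines. The Y198F value was -0.19 without Y198F library 3 and -0.03 without Y198F control 3, and the Y308F value was -0.24 without Y308F control 3 and -0.05 without Y308F library 1. The paralog Panx2 had 0 to 12 counts per library, and Panx3 had 0 counts in every library, against a floor of 3 counts.

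**Figure D2:**
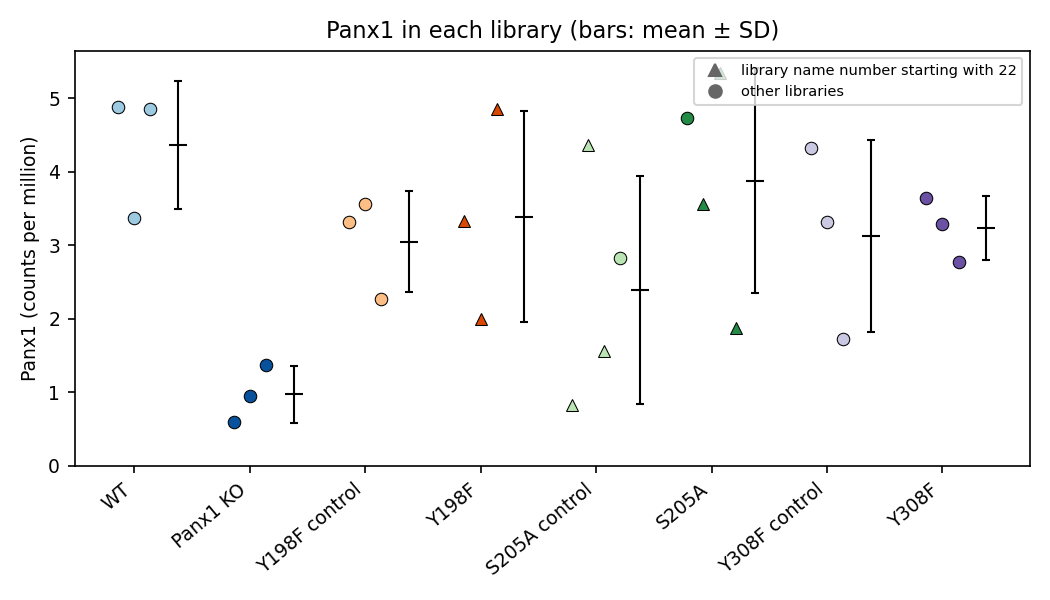
Panx1 expression in CPM for each library, with the group mean and SD. The 3 knockout libraries lie between 0.586 and 1.37 CPM and the 3 wild-type libraries between 3.36 and 4.88 CPM.

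The knockout comparison asks which genes change when the channel is lost. At an edgeR adjusted p-value under 0.05, 5 of 16193 genes passed, 2 higher and 3 lower, and 1817 had an unadjusted p under 0.05. The count moved most with no filter on low counts, to 243. Without wild-type library 1, or without any one knockout library, it was 1. Groups did not overlap in 18.5% of genes, where chance gives 10%. The groups also differed without overlap in ribosomal RNA, with 4.12% to 5.84% of counts in wild type and 2.32% to 3.09% in the knockout. Genes with a count ran from 21778 to 22188 per wild-type library and from 23340 to 24041 per knockout library. A technical difference between these groups therefore stays open as a source of the excess. Plac9 (ENSMUSG00000095304, chromosome 14, 25886804 to 25903634, overlapping Anxa11) fell from 361 CPM ± 31.5 (SD, n = 3) to 92.8 ± 2.04 (SD, n = 3). Its log2 fold change was -1.96 (SE 0.112, edgeR adjusted p-value 0.000344). Tmem254 (ENSMUSG00000072676, chromosome 14, 25923724 to 25928096) fell from 64.2 CPM ± 16.6 (SD, n = 3) to 17.9 ± 2.66 (SD, n = 3), with a log2 fold change of -1.84 (SE 0.196, edgeR adjusted p-value 0.0348). Gm15446 (ENSMUSG00000090015, chromosome 5, 110071266 to 110093477) fell from 9.87 CPM ± 3.86 (SD, n = 3) to 0.798 ± 0.287 (SD, n = 3), with a log2 fold change of -3.63 (SE 0.392, edgeR adjusted p-value 0.0302). The long noncoding RNA Gm64463 (ENSMUSG00000121395, chromosome 17, 6705923 to 6757893) rose from 17.5 CPM ± 2.17 (SD, n = 3) to 36.1 ± 1.88 (SD, n = 3), with a log2 fold change of 1.04 (SE 0.127, edgeR adjusted p-value 0.0496). It overlaps the pseudogene Tmem181b-ps, so its counts are uncertain. With a trend on GC content and length removed its edgeR adjusted p-value was 0.0599. ENSMUSG00000095041, which the annotation used here does not place and which was named after its values were seen, rose from 152 CPM ± 20.03 (SD, n = 3) to 357 ± 14 (SD, n = 3), with a log2 fold change of 1.24 (SE 0.126, edgeR adjusted p-value 0.0275).

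These genes were also read in the other groups. Plac9 had a mean of 170 CPM in the Y198F controls, 284 in the Y308F controls and 363 ± 154 (SD, n = 4) in the S205A controls. Tmem254 had 34.4, 59.6 and 58.1 CPM in the same groups. Gm15446 had means from 12.4 to 15.9 CPM in the 6 groups other than wild type and knockout. The authors' deposited table of this comparison lists 20 genes past the threshold, 4 higher and 16 lower, and its values were recomputed from the counts with a largest difference of 0.000387 in log2 fold change.

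**Figure D3:**
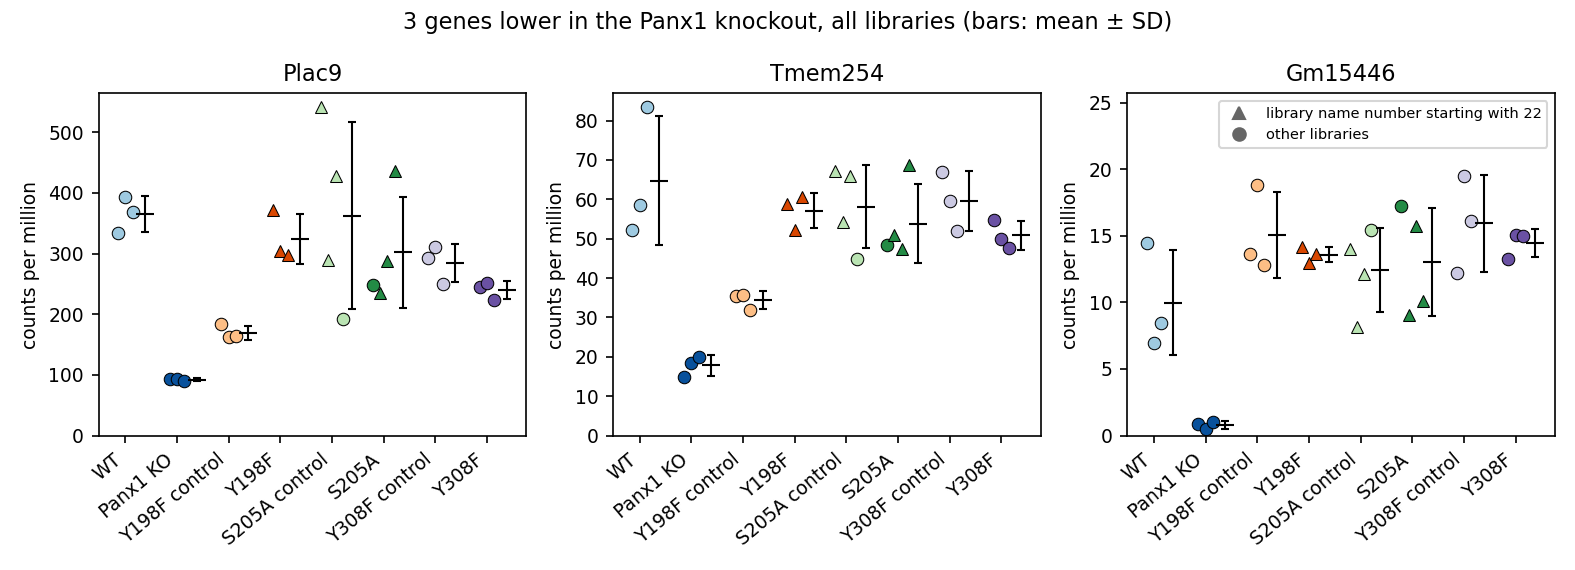
CPM of Plac9, Tmem254 and Gm15446, the 3 genes lower in the knockout comparison, for each library of the 8 groups, with the group mean and SD (linear axes from 0, triangles for 22-series libraries). Plac9 lies between 89.6 and 93.7 CPM in the knockout libraries and between 163 and 183 CPM in the Y198F controls.

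The Y198F comparison asks what loss of the tyrosine Y198 changes. Against the labelled controls 2411 of 16050 genes passed, 1532 higher and 879 lower, and the groups did not overlap in 34.2% of genes against 10% by chance. The count was 922 with all 8 groups in one fit and 908 without Y198F control 3. Among the genes named by rule, the largest increases were in the processed pseudogenes Gm13436 (ENSMUSG00000083716, chromosome 2, 36697838 to 36698404), Gm10269 (ENSMUSG00000091449, chromosome 18, 20815651 to 20816020), Gm5835 (ENSMUSG00000101795, chromosome 1, 143021085 to 143022354) and Rps18-ps5 (ENSMUSG00000113061, chromosome 13, 28441511 to 28442117). Their log2 fold changes were 4.94, 4.71, 4.61 and 4.58, with standard errors from 0.389 to 0.460 and edgeR adjusted p-values from 2.82e-05 to 0.000148. Counts of such copies are uncertain. The small RNA Gm22009 (ENSMUSG00000089417, chromosome 3, 68992438 to 68992780, overlapping Kpna4) had at most 2 counts in Y198F and 199 to 251 in the controls, at least 72.4-fold lower. Rn7sk (ENSMUSG00002076161, chromosome 9, 78082585 to 78082915) changed by -6.60 (SE 0.618, edgeR adjusted p-value 0.00305), and Rgs9 (ENSMUSG00000020599, chromosome 11, 109116158 to 109189025) by -5.13 (SE 0.314, edgeR adjusted p-value 4.37e-06). The ribosomal RNA gene Rn18s-rs5 (ENSMUSG00000119584, chromosome 17, 40157244 to 40159092) changed by -4.91 (SE 0.185, edgeR adjusted p-value 1.71e-07), from 32991 CPM ± 4304 (SD, n = 3) to 1101 ± 39.1 (SD, n = 3).

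Members of the preset lists past the threshold in this comparison included Gja4 (ENSMUSG00000050234, chromosome 4, 127205214 to 127207851) with a log2 fold change of 0.98 (SE 0.121) and Adra2c (ENSMUSG00000045318, chromosome 5, 35435663 to 35439107) with 1.00 (SE 0.171). Cald1 (ENSMUSG00000029761, chromosome 6, 34575435 to 34752408) had -0.90 (SE 0.157), Tagln (ENSMUSG00000032085, chromosome 9, 45840909 to 45847404) had 1.14 (SE 0.177) and Cldn5 (ENSMUSG00000041378, chromosome 16, 18595597 to 18597012) had 0.59 (SE 0.106). Their edgeR adjusted p-values ran from 0.000586 to 0.00430. Cald1 and Tagln overlap other annotated genes.

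The calls did not hold once the library series was taken into account, by fits chosen after seeing the data. With the series as a term in a fit of all 8 groups, 0 genes passed and 438 had an unadjusted p under 0.05, where the same fit without the term gave 922. Against the 3 S205A controls of the 22 series, 0 genes passed and 492 had an unadjusted p under 0.05, although these mice come from another line. In that comparison the log2 fold changes of the named genes were -0.10 for Gm13436, 0.37 for Gm10269, 0.53 for Gm5835, 0.23 for Rps18-ps5 and -0.52 for Rgs9. For the list members they were -0.04 for Gja4, -0.16 for Adra2c, -0.20 for Cald1, -0.12 for Tagln and -0.15 for Cldn5. Over 15871 genes, the Y198F fold changes correlated with the difference between the series within the S205A line at r = 0.769, a correlation across genes, which are not independent replicates.

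**Figure D4:**
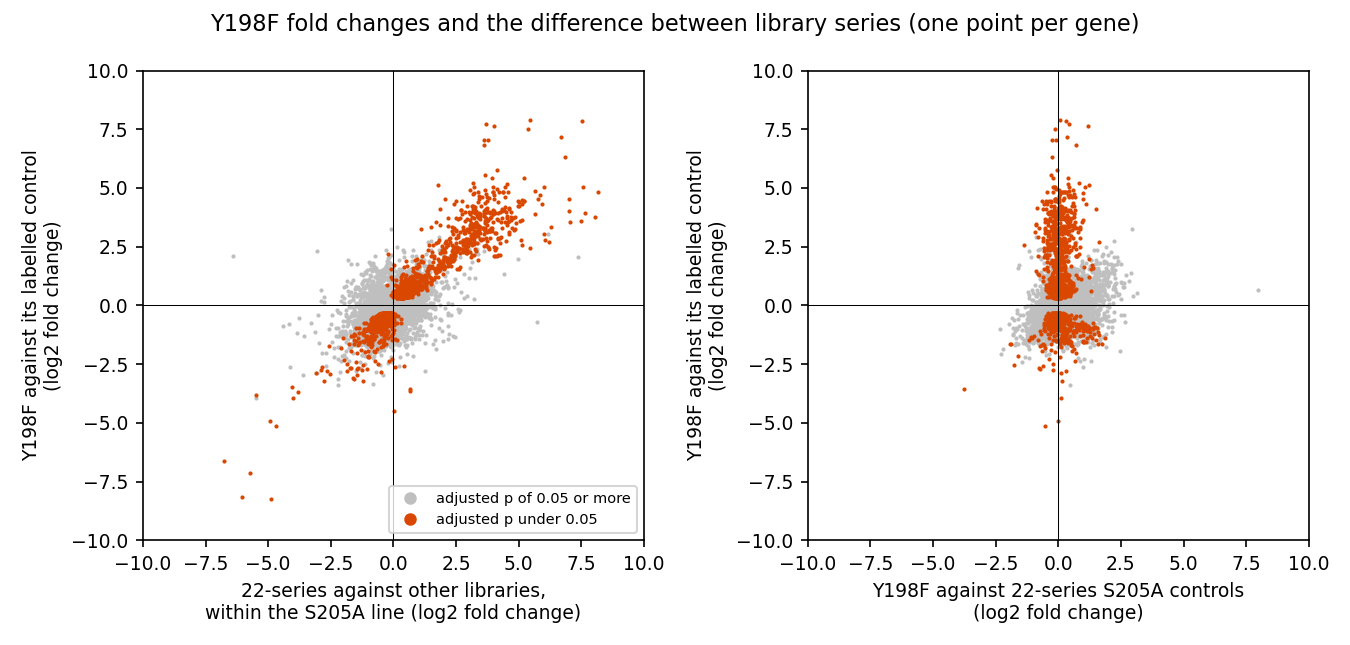
Log2 fold change of each gene in Y198F against its labelled controls, plotted against its log2 difference between the 22-series and the other libraries within the S205A line (left, 15871 genes, correlation across genes 0.769) and against its log2 fold change in Y198F against the 22-series S205A controls (right). Coloured points are genes with an adjusted p-value under 0.05 against the labelled controls, and 0 genes passed against the 22-series S205A controls.

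The authors' deposited table for Y198F lists 3 genes past the threshold. They are Dynlt1b (log2 fold change 0.70), Twist2 (2.10) and 1700008B11Rik (-3.89) in the authors' deposited table, with adjusted p-values of 0.0386, 0.0442 and 0.0442. Fold changes recomputed against the S205A controls matched the authors' deposited table with a largest difference of 0.000158, and those against the labelled Y198F controls correlated with it at r = 0.535. Recomputed with the deposited design against the labelled controls, 1531 genes passed.

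The S205A comparison asks what loss of the serine S205 changes. In edgeR 0 of 15709 genes passed and 451 had an unadjusted p under 0.05. With the series as a term the counts were 0 and 628, and within the 22 series they were 0 and 535. Without S205A library 2, 1 gene passed. The alternative that moved the count most among those set beforehand was DESeq2, with 38 genes. Groups did not overlap in 1.77% of genes, where chance gives 2.86%. The authors' deposited table lists 96 genes past the threshold, 92 higher and 4 lower. Those with the smallest adjusted p-values in the authors' deposited table, named after their values were seen, were Cpxm1 (log2 fold change 2.46, adjusted p-value 4.64e-06), Entpd2 (1.59), Col1a2 (1.32) and Gpr153 (1.77).

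The Y308F comparison asks the same of the tyrosine Y308. In edgeR 0 of 16037 genes passed and 706 had an unadjusted p under 0.05. With no filter on low counts 7 genes passed, and without Y308F control 3, 1 gene passed. Groups did not overlap in 10.7% of genes, where chance gives 10%. The authors' deposited table lists 0 genes past the threshold.

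Whether the mutations differ in effect was tested directly, as interactions in edgeR. Between knockout and Y198F 2004 genes differed, led by Plac9 (difference -2.89, SE 0.163, edgeR adjusted p-value 3.35e-07) and Gm22009 (edgeR adjusted p-value 5.46e-06). With all 8 groups in one fit 108 genes differed, and with the series as a term in that fit 3 did, where Plac9 had a difference of -2.19 with an edgeR adjusted p-value of 0.0132. Between knockout and S205A 1 gene differed, Gm15446 (-3.72, SE 0.490, edgeR adjusted p-value 0.0287), followed by Tmem254 at 0.0994. Between knockout and Y308F 2 genes differed, Plac9 (-1.75, SE 0.171, edgeR adjusted p-value 0.00181) and Gm15446 (-3.52, SE 0.426, edgeR adjusted p-value 0.0108). Between Y198F and Y308F 979 genes differed, led by the pseudogenes Gm13340 (3.46) and Gm13341 (3.64) on chromosome 2. With all 8 groups in one fit 0 differed, with or without the series as a term. Between Y198F and S205A 0 genes differed and 2499 had an unadjusted p under 0.05, with Nat8f3 and Plekha4 leading at an edgeR adjusted p-value of 0.156. Without S205A control 4, 892 genes differed between them. Between S205A and Y308F 0 genes differed and 615 had an unadjusted p under 0.05, led by Ngfr (2.90, edgeR adjusted p-value 0.205) and Epb41l3 (2.71).

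Fold changes correlated weakly between comparisons, across genes. The correlations were -0.23 (jackknife SE 0.0905) for knockout and Y198F, 0.08 (SE 0.172) for knockout and S205A and 0.17 (SE 0.167) for knockout and Y308F. They were -0.18 (SE 0.360) for Y198F and S205A, -0.08 (SE 0.131) for Y198F and Y308F and -0.04 (SE 0.148) for S205A and Y308F. With the series as a term the value for knockout and Y198F was -0.10. Each comparison had its own controls. The genes past the threshold in knockout and Y198F shared 2 genes, Plac9 and Tmem254, 0 of them in the same direction, where 0.695 were expected (Fisher's exact p 0.145, two-sided). The other 5 pairs shared 0 genes, which was fixed beforehand, since S205A and Y308F had 0 genes past the threshold. For the same reason no gene could pass in the same direction in 3 or more comparisons, and none did.

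The 4 preset lists of interest were tested in 4 comparisons, 16 tests in all. Only the smooth muscle contractile list in the knockout passed under camera, with a median log2 fold change of -0.23, 1 of 16 genes higher and an adjusted p-value of 0.0105 (limma). It passed neither with fry (limma adjusted p-value 0.785) nor with an estimated correlation (0.897), and its median ran from -0.38 without wild-type library 3 to -0.08 without wild-type library 2, where the limma adjusted p-value was 0.545. It also failed to pass without wild-type library 1 (limma adjusted p-value 0.0671) and without knockout library 3 (limma adjusted p-value 0.416). The lowest camera adjusted p-values (limma) of the other lists were 0.437 for the channel family, 0.616 for adrenergic and purinergic signalling and 0.416 for endothelial genes. In Y198F against the labelled controls, 5 of 12 endothelial genes passed over all genes and 6 adjusted over the list alone, and 4 of 16 smooth muscle genes passed over all genes and 6 adjusted over the list alone. For adrenergic and purinergic signalling these counts were 2 and 1, and for the channel family 1 and 1. In the knockout, 1 adrenergic or purinergic gene passed adjusted over the list alone, and in S205A 1 did, with 0 over all genes in both.

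Genes of the circadian clock varied between libraries. The clock score, the mean of the evening list minus that of the morning list on the log2 scale after centring, ran from -4.12 in Y308F control 1 to 3.50 in Y308F library 1. Its mean was -2.79 ± 0.470 (SD, n = 3) in the Y198F controls and 0.72 ± 1.58 (SD, n = 3) in Y198F, with an exact p of 0.1. It was 1.83 ± 1.14 (SD, n = 4) in the S205A controls and -0.89 ± 2.04 (SD, n = 4) in S205A, with an exact p of 0.0857. The exact p was 0.6 for the knockout and 1 for Y308F.

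**Figure D5:**
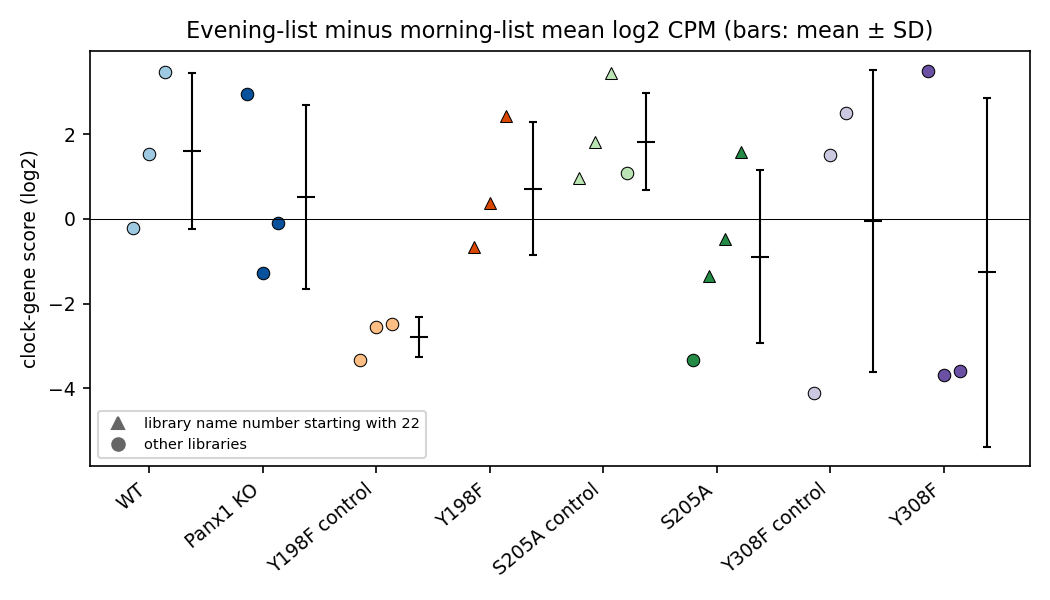
Clock score of each library by group, on the log2 scale, with the library series marked. Scores run from -4.12 to 3.50, and both ends of the range are libraries of the Y308F line.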

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

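The interaction tests and the fit of all 8 groups without the series term were set before the data were examined. The remaining tests in this part were chosen only after the result was seen.

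Single libraries lay far from their group in the S205A line, by Dixon's ratio of the gap to the range. Ribosomal RNA took 3.06% of the counts in S205A library 1, against 0.0831% to 0.120% in the other 3, and 3.03% in S205A control 4, against 0.0921% to 0.139% in the other 3. Processed pseudogenes took 0.262% in S205A library 1, against 0.497% to 0.529%, and 0.261% in S205A control 4, against 0.501% to 0.539%. Long noncoding RNA took 1.57% in S205A control 4, against 0.870% to 0.916%. Of 20 ratios tested, 5 were beyond the critical value, where chance gives 1. In all 5 the far library was the one outside the 22 series, so the library series is a candidate explanation. Each group holds 1 such library, and no biological explanation was tested.

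Interaction tests marked pairs of comparisons whose effects differed. Knockout and Y198F differed in 2004 genes. Of 100 splits of the libraries within their lines, drawn from 200 possible, 1 gave as many, the real one, and the next gave 957. Every other split of the Y198F line mixes the 22 series with the other libraries, and gave 0 genes in that line alone. The count of splits therefore shows mainly whether the series stays apart, and chance in the grouping of the knockout line stays open. With all 8 groups in one fit 108 genes differed, and adding the library series as a term left 3, so part of the drop from 2004 came before the series entered. Over 16534 genes the difference correlated with the series difference within the S205A line at r = -0.628, a correlation across genes. The series may therefore account for much of this pattern. Y198F and Y308F differed in 979 genes, and 2 of 100 splits, drawn from 200 possible, gave as many, the other with 1427. The same limit holds for this pair, so chance in the grouping of the Y308F line stays open. All 8 groups in one fit gave 0 genes with or without the series as a term, and the number at an unadjusted p under 0.05 fell from 3301 to 501 with it. The term also widens the errors of the Y198F effect, which lowers such a number by itself, but the leading differences also went from 3.46 in the fit of this pair alone to 0.19 with the term for Gm13340, and from 3.64 to 0.35 for Gm13341. Over 16507 genes the difference correlated with the series difference within the S205A line at r = 0.649, so the series is a candidate explanation here too. The genes called in Y198F against its labelled controls bear on this too. Over 2379 of them the median log2 fold change in the called direction went from 0.62 to 0.0291 against the 22-series S205A controls. This argues against the Y198F mutation as the source of these patterns as a whole. The median covers the genes called in Y198F, not the differing genes themselves, so a different effect of the mutation on single genes stays open.

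Knockout and S205A differed in 1 gene, Gm15446, and 10 of 100 splits, drawn from 700 possible, gave as many. Knockout and Y308F differed in 2 genes, Plac9 and Gm15446, and 17 of 100 splits, drawn from 200 possible, gave as many. For knockout and S205A all 8 groups in one fit gave 2 genes, and 3 with the library series as a term, which argues against the series as the cause. For knockout and Y308F all 12 libraries lie outside the 22 series, so a difference between the series cannot account for these genes. Chance in how the libraries split stays open by the counts alone, although the knockout libraries lie beyond all 23 other libraries in both genes. For the other pairs, Y198F and S205A gave 0 genes (2499 at an unadjusted p under 0.05) and S205A and Y308F gave 0 (615 at an unadjusted p under 0.05), and no split can give fewer than 0. The numbers at an unadjusted p under 0.05 were compared in their place. For Y198F and S205A 5 of 100 splits, drawn from 700 possible, gave as many, up to 4915, so chance stays open. With all 8 groups in one fit that number was 3365, and 773 with the series as a term, so the series stays open too for that number as a whole. The leading differences moved little between the fit of this pair alone and the fit with the term, from -5.09 to -4.58 for Nat8f3 and from -1.94 to -1.74 for Plekha4. For S205A and Y308F 44 of 100 splits, again from 700 possible, gave as many, so chance stays open there as well.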

How the results depend on the processing

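Of the results that answer a comparison, 325 values stayed within their range or side of the threshold under an alternative, 94 moved, 3 became stronger and 4 reversed. Each cause was not tested unless stated. The alternatives with the series, the clock score, the deposited design or other controls were chosen after seeing the data.

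With DESeq2 the knockout gave 153 genes, all 5 of the edgeR genes among them, and S205A gave 38. In simulated data DESeq2 made more false calls than edgeR at both group sizes. Limma voom gave 3 knockout genes. With no filter on low counts the knockout gave 243 and Y308F 7, and more genes were tested. With all 8 groups in one fit Y198F gave 922. The deposited design gave 20 genes in the knockout, 1531 in Y198F and 96 in S205A. The Panx1 log2 fold change in the knockout passed the threshold with DESeq2 (-2.18), with no filter (-2.16) and with the deposited design (-2.19).

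With the series as a term Y198F gave 0 genes (438 at an unadjusted p under 0.05), and 0 with the series and the clock score. It gave 0 against the S205A controls (399 at an unadjusted p under 0.05), 0 against those of the 22 series (492) and 3 with the deposited design against the S205A controls. By construction these fits set the series aside in full or in large part.

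Counts of genes with differing effects were as follows. For knockout and Y198F they were 108 with all 8 groups and 3 with the series term. For knockout and S205A they were 5 with DESeq2, 3 with no filter, 2 with all 8 groups and 3 with the series term. For knockout and Y308F they were 6 with DESeq2 and 6 with no filter. For Y198F and S205A they were 386 with DESeq2, 37 with no filter and 3 with all 8 groups. For Y198F and Y308F they were 1680 with DESeq2, 1701 with no filter, 0 with all 8 groups and 0 with the series term. For S205A and Y308F they were 13 with DESeq2 and 1 with no filter.

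With the replicate number as a block the knockout gave 18 genes, knockout and S205A differed in 0 genes, and Y198F and Y308F differed in 267. The numbers do not pair the samples: deviations of same-numbered libraries correlated from -0.374 to 0.306 over the 13 pairs. The block changed the count of no other comparison or pair by over 1.5 times.

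Over genes with a mean log2 CPM of at least 3 the fold change correlations were -0.33 for knockout and Y198F, 0.37 for knockout and Y308F and -0.25 for Y198F and Y308F. With the series term that of knockout and Y198F was -0.10. Genes shared by knockout and Y198F were 54 with DESeq2 (8 in the same direction), where 25.2 were expected (Fisher's exact p 1.49e-08). With no filter they were 84 (10 in the same direction), where 28.9 were expected (Fisher's exact p 1.72e-20). Both overlaps exceeded the expected number, mostly in opposite directions, although genes are not independent. With no filter knockout and Y308F shared 2 genes (2 in the same direction) and Y198F and Y308F shared 2 (2 in the same direction). With DESeq2 Y198F and S205A shared 13 (1 in the same direction), where 6.95 were expected (Fisher's exact p 0.0186). Of the preset list tests 0 passed with fry, 0 with an estimated correlation and 4 with Y198F set against the 22-series S205A controls.

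Of the named genes 17 passed, and 10 did with all 8 groups, 3 with the series term, 3 with the series and clock score, 4 against the S205A controls, 4 against those of the 22 series and 4 with the deposited design against the S205A controls. Reversed log2 fold changes against the 22-series S205A controls were -0.10 for Gm13436, -0.0443 for Gja4, -0.16 for Adra2c, -0.12 for Tagln and -0.15 for Cldn5. With the series term they were 0.15 for Rn7sk, 0.0297 for Rn18s-rs5 and -0.16 for Tagln, and with the clock score added 0.18, 0.0709 and -0.22. For single named genes, alternatives set beforehand left 185 values alike and 29 weaker, with 0 reversed, and those added later left 20 alike, 57 weaker and 11 reversed.

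Leaving out each library in turn gave 1 (without wild-type library 1, or any one knockout library) to 5 knockout genes, 908 (without Y198F control 3) to 2128 in Y198F, 0 to 1 in S205A (1 without S205A library 2) and 0 to 1 in Y308F (1 without Y308F control 3). The Panx1 log2 fold change ran from -2.50 to -1.93 in the knockout, -0.19 (without Y198F library 3) to 0.42 in Y198F, 0.41 to 1.15 in S205A and -0.24 (without Y308F control 3) to 0.36 in Y308F. Genes with differing effects ran from 1043 (without Y198F control 3) to 2024 for knockout and Y198F, 0 (without wild-type library 1, for one) to 3 (without S205A control 4) for knockout and S205A and 2 to 5 (without Y308F control 1) for knockout and Y308F. They ran from 0 to 892 (without S205A control 4) for Y198F and S205A, 320 (without Y198F control 3) to 1227 for Y198F and Y308F and 0 to 0 for S205A and Y308F. Fold change correlations ran from -0.24 to -0.14 for knockout and Y198F, -0.02 to 0.16 for knockout and S205A, 0.07 to 0.22 for knockout and Y308F, -0.37 (without S205A control 4) to 0.06 (without S205A library 1) for Y198F and S205A, -0.13 to 0.01 for Y198F and Y308F and -0.12 to 0.03 for S205A and Y308F. Preset list tests past the threshold ran from 0 to 3 (without S205A control 2 or Y308F control 1), and named genes from 14 to 17. Fewer libraries enter these fits.

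Depth limits Panx1, which had 11 to 96 counts per library, and its paralogs, which had at most 12.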

Other observations

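Tests of collection time, adipose, lymphoid and pancreatic tissue, substrain, linkage to Panx1 and sex were set before the data were examined. The camera tests of the preset technical lists were set beforehand too. The Schwann cell list was added after the data were seen. The other tests in this part were chosen only after the result was seen. These include the comparison of splits by genes at an unadjusted p under 0.05.

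The 2411 genes past the threshold in Y198F followed the library series. Over genes, their comparison correlated with the series difference within the S205A line at r = 0.769, and 98.8% of 2404 called genes had the same sign there. Against the S205A controls of the 22 series 0 genes passed, with 492 at an unadjusted p under 0.05. Over 2379 called genes the median log2 fold change in the called direction went from 0.62 to 0.0291, which argues against the mutation as the cause of the pattern as a whole. Leaving out ribosomal RNA genes gave 2414 genes, removing a trend on GC content and length gave 1455, and thinning every library to the smallest total gave 2415, so none of these accounts for the pattern alone. The fold changes were nearly unrelated to the slope on the clock score in the other lines (r = 0.0463). Of 10 splits of the 6 libraries 1 gave as many genes, the real one, and 10 splits cannot give a smaller share. A candidate explanation is a difference in library preparation or sequencing between the series. Smaller effects of the mutation stay open.

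The deposited Y198F values matched a comparison with another line's controls. Fold changes recomputed against the S205A controls correlated at r = 1 with the authors' deposited table, and those against the labelled Y198F controls at r = 0.535. The largest difference in log2 fold change was 0.000158 with the S205A controls and 7.51 with the labelled ones. This argues against the labelled controls as the source of these values. Those S205A controls include 3 libraries of the 22 series, which would also keep the series difference out of most of that table. Which control was intended was not tested.

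Plac9 and Tmem254, lower in the knockout, lie next to each other on chromosome 14, away from Panx1 on chromosome 9. They also differed between controls of other lines that carry intact Panx1. In the Y198F controls against the Y308F controls, both outside the 22 series, their log2 fold changes were -0.72 and -0.76, with edgeR p-values adjusted over the 5 knockout genes of 0.00163 and 0.00111. Over all genes 0 passed there, with 1118 at an unadjusted p under 0.05. Over the 23 libraries outside the knockout their levels correlated at r = 0.857 (Spearman 0.859, both with a permutation p of 1e-05, the smallest possible, adjusted 2e-05 over 6 relations), and at 0.844 without the 2 farthest libraries. Within the 22 series r was 0.851 (9 libraries, permutation p 0.00449), and in the other 14 libraries 0.882 (permutation p 2e-05). The 12 other tested genes within 0.5 Mb had a median log2 fold change of -0.0869, 7 lower and 1 with an unadjusted p under 0.05, which argues against a change over the whole neighbourhood. The nearest of them on each side were named after their values were seen. Anxa11 had -0.16 (SE 0.108), and Duxbl1, beyond Tmem254, had -1.12 (SE 0.584, unadjusted edgeR p 0.0876). A change that reaches Duxbl1 therefore stays open. A local difference between mouse lines, such as a variant on chromosome 14, could account for both genes without loss of the channel. Gm15446 gave no such difference between the controls (adjusted 0.808), and neither did Gm64463 (0.114) or ENSMUSG00000095041 (0.311), so for these an effect of the knockout stays open.

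For the knockout genes as a group, leaving out ribosomal RNA genes gave 5 genes, removing a GC and length trend gave 4, and thinning library size to the smallest total gave 5. All 5 genes stayed called without the ribosomal RNA genes and after thinning, and Plac9, Tmem254, Gm15446 and ENSMUSG00000095041 stayed called without the trend, which argues against these causes for them. Gm64463 did not stay called without the trend (edgeR adjusted p-value 0.0599, log2 fold change 1.00), so GC content or length stays open for its call. In edgeR 2 of 10 splits of the 6 libraries gave as many genes as the real split, and in DESeq2 2 of 10 did. The 1817 genes at an unadjusted p under 0.05 were reached by 1 of 10, the real one, and the next gave 1388. No share under 1 of 10 can arise, so these counts alone leave chance open. The differences in ribosomal RNA and detected genes between the groups also leave a technical source open for these counts. The called genes themselves were then read over all 26 libraries. In all 5 the 3 knockout libraries lie beyond the 23 others: Gm15446 has at most 1.01 CPM against at least 6.99, Plac9 at most 93.7 against 163, Tmem254 at most 20.1 against 31.9, Gm64463 at least 33.9 against at most 26.4, and ENSMUSG00000095041 at least 338 against 248. Of the 11 genes called in other splits of the 6 libraries, 2 had one side beyond all other libraries (Fisher's exact p 0.00481, over genes, which are not independent). This argues against single libraries far off by chance for these 5 genes, but does not separate the genotype from other differences between the lines. In Y198F called genes were no denser within 10 Mb of Panx1 (12.8% of 109 against 15.1% elsewhere, Fisher's exact p 0.592), so linked genes do not account for those calls as a whole. Calls that followed the library series were common everywhere, so the test could not show a few linked genes. In the knockout that test (0 of 112, Fisher's exact p 1) rests on 4 called genes with a position, too few to compare densities. Of those 4 genes 0 lie on the chromosome of Panx1, which argues against linkage to the edited locus for them, and for the 1 gene without a position it stays open. Nnt, the substrain marker, had edgeR adjusted p-values of 0.623 in the knockout and 0.328 in Y198F, with 0.178 to 1.70 CPM over all libraries. Xist reached at most 0.865 CPM and Ddx3y had 77.6 to 128 CPM in every library, so none of the libraries looked female.

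Tissue left on the artery was examined through marker lists. The adipocyte list was lower in the knockout under camera (median log2 fold change -0.95, 0 of 13 genes higher, limma adjusted p-value 0.000694). Yet 0 of its genes passed over all genes in the knockout and 0 in Y198F, and 5 of 10 splits gave the list as small a p-value in the knockout. Plac9 stayed between 89.6 and 93.7 CPM in knockout libraries whose adipocyte score had an SD of 0.979 (log2), so adipose tissue is unlikely as the cause of that change. The lymphoid list had limma adjusted p-values of 0.459 in the knockout and 0.948 in Y198F, and the pancreatic acinar list 0.496 in the knockout. Intestinal epithelium, neuronal, interferon and mesothelium lists had lowest camera adjusted p-values (limma) of 0.226, 0.0525, 0.0952 and 0.257 over the comparisons. The artery also holds fibroblasts, nerves and fat cells of its own.

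Of 48 tests of 13 technical lists 13 passed under camera, 0 under fry (lowest adjusted p-value 0.241) and 0 with an estimated correlation (0.286). Of these, 4 were in Y198F: both circadian lists, given with the clock genes, the fibroblast and matrix list (-0.46, 1 of 12 higher, limma adjusted p-value 0.00735, 3 of 10 splits as small) and the Schwann cell list (-0.71, 2 of 17 higher, limma adjusted p-value 0.000112, 2 of 10 splits). In Y308F they were the immediate early list (0.52, 14 of 15 higher, limma adjusted p-value 1.49e-07, 1 of 10 splits) and the Schwann cell list (-0.37, 3 of 17 higher, limma adjusted p-value 0.000230, 2 of 10 splits). In S205A 6 passed: both circadian lists, the fibroblast and matrix and Schwann cell lists, described separately, and a further pair. The immediate early list was higher (0.78, 14 of 15, limma adjusted p-value 9.81e-11, 3 of 35 splits), as was the erythroid list (0.55, 5 of 5, limma adjusted p-value 0.0210, 9 of 35 splits). For the smooth muscle contractile list in the knockout 5 of 10 splits gave as small a p-value. Where 10 splits were possible no share smaller than 1 of 10 could arise.

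In S205A the fibroblast and matrix list was higher (median log2 fold change 0.94, 11 of 12 genes, limma adjusted p-value 2.41e-13), and 1 of 35 splits of the 8 libraries gave as small a p-value. The Schwann cell list was higher too (0.76, 15 of 16, limma adjusted p-value 1.13e-11, 1 of 35 splits). The edgeR test gave 0 genes, which no split can undercut, and its 451 genes at an unadjusted p under 0.05 were reached by 21 of 35 splits. DESeq2 gave at least its 38 genes in 6 of 35. Of the 20 splits that place the libraries outside the 22 series on different sides, only the real one, 1 of 20, reached 38, and the next gave 27. The 5 others place those libraries together and gave up to 212. The deposited design gave at least its 96 genes in 11 of 35 splits. In the same 20 splits 2 gave as many including the real one, and the largest other count was 132. In the 15 splits that place them together, 9 gave as many, up to 928. Left-out libraries moved the count of 96 from 14 without S205A library 3 to 256 without S205A control 4, so more than one library bears on it. Leaving out S205A control 4 also unbalances the series between the groups, so the series may contribute to the 256. With the series as a term it was 140, and with the clock score as a term 57, so neither removed it. The fibroblast and matrix score was 0.22 ± 0.492 (SD, n = 4) in S205A and -0.68 ± 0.321 (SD, n = 4) in its controls, the lowest group mean, with an exact p of 0.0571. The neuronal list had a limma adjusted p-value of 0.948. The deposited calls held 4 of 12 fibroblast and matrix genes, 1 of 18 Schwann cell genes and 0 of 6 neuronal genes. More fibroblast or matrix content in the mutant libraries, or less in these controls, may underlie the deposited calls, and these cannot be told apart here. The counts give less sign of more nerve tissue, but they do not exclude it. An effect of the mutation stays open, untested.

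Clock genes differed between libraries of one group. Over the 26 libraries the evening and morning lists ran against each other at r = -0.939 (Spearman -0.957, both with a permutation p of 1e-05, the smallest possible, adjusted 2e-05), and at -0.944 without the 2 farthest. Within the 22 series r was -0.951 and in the other libraries -0.959, which argues against the library series as the source. Within groups lay 64.1% of the sum of squares of the score, and a permutation test of the groups gave p = 0.254, which argues against the genotype as the main source. A difference in collection time, or another shift of the clock, is a candidate explanation, since the labels used here give no time of day. Between groups, the larger of the limma adjusted p-values of both lists was 0.257 in the knockout and 0.460 in Y308F. In Y198F the larger was 0.000679, with medians of 1.92 (evening, 10 of 10 higher, 2.41e-07, 2 of 10 splits) and -1.73 (morning, 0 of 4 higher, 1 of 10 splits). In S205A it was 4.03e-05, with medians of -1.26 (evening, 0 of 10 higher, 7.87e-13, 2 of 35 splits) and 1.70 (morning, 4 of 4 higher, 2 of 35 splits). In Y198F and S205A neither list passed under fry. In Y198F single genes did pass in edgeR, 5 of 10 evening and 2 of 4 morning genes over all genes, and 9 and 3 adjusted over the list alone. In S205A 0 passed over all genes, and 0 evening and 3 of 4 morning genes adjusted over the list alone. With the series as a term the evening median in Y198F was 0.77 (limma adjusted p-value 0.0837), and against the 22-series S205A controls it was -0.57. Collection time, the mutation and the series therefore cannot be told apart as the source of the Y198F difference, since every Y198F library and none of its controls belongs to the 22 series.

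Correlations of fold changes between comparisons were no larger than splits of the libraries gave. Splits within the lines gave a correlation of at least that size in 20 of 100 for knockout and Y198F, 180 of 350 for knockout and S205A and 29 of 100 for knockout and Y308F. The counts were 135 of 350 for Y198F and S205A, 61 of 100 for Y198F and Y308F and 281 of 350 for S205A and Y308F. In Y308F, where 0 genes passed and 706 had an unadjusted p under 0.05, no split can give fewer than 0, and 5 of 10 splits reached 706.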
